A study of Mus musculus with 100 samples.

How the data were processed

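RNA sequencing of mouse embryonic stem cells, cultures differentiated from them and whole embryos was analysed from the tables of 37 libraries in 18 groups, of which 3 hold 1 library, 11 hold 2 and 4 hold 3. The series lists 100 samples. The other 63 (chromatin immunoprecipitation, accessibility and input libraries, and 1 double knockout neural library) were not analysed here. Samples were grouped from their titles, and replicate names are the line, clone or replicate numbers of the titles where these give one. All the cultured cells carry a homozygous null Mll3 label, and the KI cells differ from the flox reference in Mll4 (floxed or homozygous KI). Embryos of both groups carry Sox2-Cre, and KI embryos differ from controls in the second Mll4 allele (KI or wild type). Mll3 and Mll4 are the older names of Kmt2c and Kmt2d. The labels do not spell out KI, and the series title speaks of the methyltransferase activities of both proteins.

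Libraries were made by poly(A) selection with an NEBNext kit, per the labels' protocols. The ESC, embryoid body and neural samples are labelled as poly(A) RNA and the embryo, trophectoderm and extraembryonic endoderm samples as total RNA. No test of genes or lists mixes the 2 labels, but the pluripotency levels of endoderm cultures relative to stem cells do. Neither sequencing dates nor batches are given. Each deposited table has 29082 transcripts with a read count and an RPKM value, per the file headers. The aligner, the counter, the genome build, the annotation version and the use of strand are not stated in the headers or labels (the names of the ESC and neural tables contain STAR, an aligner). Reads of genes that overlap on opposite strands are therefore not separable here. The deposited counts are whole numbers with a different total in every library. The deposited RPKM values equal the count divided by 1 length per transcript and 1 denominator per library, with a largest relative deviation of 5.9e-12. That denominator is not proportional to the sum of the table, since their ratio, relative to a stem cell library, ran from 0.866 to 1.111. RPKM values were used only for this check, and for relative gene lengths. All tests ran on the counts.

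A total of 28436 transcript accessions were matched to a symbol in the mouse gene table given with the data and 646 were not, and these 646 stayed in the tests under their accession but are not named. The unmatched accessions held 1.25% to 2.13% of the reads of a library. Transcripts of a gene are counted on the same reads, so 1 transcript per gene was used, the one with the most reads over all 37 libraries. This applied to 3760 of the 22463 symbols, gave 23109 gene-level entries and kept a median of 71.8% of the table's reads. The sum over transcripts was chosen as an alternative after seeing the data. Tables summed to between 25.4 and 83.9 M reads, and gene-level totals ran from 18.9 to 59.9 M. A count of 0 allows up to 3 reads, which equals a CPM (counts-per-million) of 0.16 in the shallowest library and 0.05 in the deepest. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules. The 10 most abundant genes took 3.48% to 5.82% of the reads.

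Replicates were compared before use by a chi-square test of their counts over genes with at least 20 reads over both libraries. The 2 flox libraries of neural day 8 had a chi-square of 1.5 per degree of freedom, against 2.76 to 54.83 in the other pairs among 23 and 1.01 in simulated draws from 1 library. They still differed by more than sampling noise and were kept as 2 samples. That does not show 2 separate cultures, since the simulated draws hold counting noise only and no difference between preparations. The replication of flox at neural day 8 may therefore be overstated. Correlations of log2 CPM across genes within the 23 pairs ran from 0.976 to 0.999.

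Genes were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr with its default minimum of 10 reads, TMM scaling, estimateDisp and glmQLFit with robust estimation, glmQLFTest, and Benjamini-Hochberg adjustment within each comparison. A gene with an adjusted p under 0.05 is termed called. Standard errors are the absolute log2 fold change divided by the square root of F. The 8 neural libraries, the 8 trophectoderm and extraembryonic endoderm libraries, and the 12 embryo libraries each entered 1 fit without covariates, in which all groups share the estimate of the spread. In the embryoid body (EB) course the flox reference has 1 library per day, so the tested effect of genotype was averaged over 3 days, with day as a factor, and differences between days enter the residual. The 6 KI libraries of the course were also compared between days. For single days, KI was compared with flox without a test: a gene counted when both clones were at least 2-fold from flox in the same direction, on log2 ratios with 0.5 CPM added, among genes with at least 1 CPM. Values per group are TMM-scaled CPM, with the standard deviation (SD) over n libraries.

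Lists of 8 marker gene sets (pluripotency, extraembryonic endoderm, trophoblast, mesoderm, heart, blood, neural progenitor, neuron) were tested with camera (limma 3.58.1, voom, inter-gene correlation 0.01) in 7 comparisons, with 1 adjustment over all 56 list and comparison pairs, and with fry beside it. The 24 pairs of lists and interactions were adjusted as a family of their own, chosen after seeing the data. For single EB days a list's median was ranked among 10000 random lists of the same size matched on mean expression in 50 bins. Where every library of a group had at most 3 reads, a fold is given as a lower bound against 3 reads. A list median with such genes at their bound is called bounded, and printed where it differs.

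The comparisons, tests, lists, alternatives and the rule for named genes were fixed before the data were examined, apart from the alternatives said to be chosen after seeing the data. The rule allows Kmt2c and Kmt2d, genes of the lists, Xist and 4 Y genes, and per comparison up to 3 genes higher and 3 lower: those with the largest log2 fold change among called genes with a mean of at least 5 CPM in the higher group and no overlap between the libraries of both groups. With 3 libraries against 3, chance alone separates 10% of genes. For single EB days the rule used the smaller ratio of the clones. The alternatives were RLE size factors, the DESeq2 1.42.0 Wald test, no filter beyond 1 read, only the compared groups in the fit, the replicate number as a block, a 2-fold minimum, each library left out in turn, and for the EB course days 4 and 10 alone.

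Pairing by number was checked through correlations of the libraries' deviations from their group means, across genes. KI clones 27 and 48 are the same 2 clones in all cultures, and their libraries correlated at 0.19 to 0.45. The flox numbers correlated at 0.16 between the neural days and at 0 between trophectoderm and extraembryonic endoderm. Embryo titles share a number within a stage, whose meaning the labels do not give. At E8.5 each number has 1 KI and 1 control embryo, with correlations of 0.36, 0.42 and 0.21, so the numbers were taken to pair the embryos. Embryo sex was typed from Xist and Y gene reads and used as a covariate in an alternative fit.

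Each script was tested on simulated counts with 200 changed genes drawn from the real means and library sizes. edgeR recovered from 91.5% to 99.5% of them, with 3.6% to 12.1% false calls, over 7 comparisons of 15223 to 16159 genes. DESeq2 gave up to 22.9% false calls among 16023 genes in the EB course. camera and fry each recovered 20 of 20 changed lists with 0 false among 15224 genes. These simulated genes were drawn independently, while the estimated correlation in a real list was as high as 0.861 (blood at E8.5). The self-test therefore does not show how often correlated lists are called falsely. A trend on gene length added to simulated libraries gave 4709 false calls among 15226 genes, and 9 after its removal. Tables and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.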

Results

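The study concerns the methyltransferase activities of MLL3 and MLL4, 2 related histone H3 lysine 4 methyltransferases encoded by Kmt2c and Kmt2d, in early mouse development. Poly(A) RNA was sequenced from embryonic stem cells (ESCs), which can form all embryonic lineages, from embryoid bodies (EBs, aggregates that differentiate in suspension) at days 4 and 10, from neural progenitors at day 8 and neurons at day 16 of a retinoic acid protocol, from trophectoderm cultures at day 6 of induction with a CDX2 transgene, from extraembryonic endoderm cultures at day 5 of retinoic acid and activin A, and from whole embryos at E8.5 and E9.5. Flox cells (Mll3 null, Mll4 floxed) were the reference for KI cells (Mll3 null, Mll4 KI), and embryos with 1 wild-type Mll4 allele were the reference for KI embryos. Neural, trophectoderm and extraembryonic endoderm groups had 2 libraries each, embryo groups 3, and in the EB course flox had 1 library and KI 2 per day. KI replicates are clones 27 and 48. Gene-level totals were 39.0 to 59.9 M reads in neural libraries, 19.6 to 27.6 M in trophectoderm and extraembryonic endoderm libraries, 20.1 to 26.9 M in embryos and 18.9 to 25.8 M in the EB course.

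Kmt2c and Kmt2d were examined first. In the cultured cells, all labelled Mll3 null, Kmt2c RNA ranged from 28.0 to 101 CPM (counts-per-million), and in embryos it reached 61.4 CPM. Kmt2d RNA ranged from 146 to 329 CPM in cultures and from 148 to 219 CPM in embryos. The lowest read totals were 522 for Kmt2c and 3500 for Kmt2d, so both transcripts were detected in all 37 libraries. The tables give 1 value per transcript, in which neither a deleted exon nor a point mutation can be seen, so these levels do not test the genotype labels. Kmt2c was called higher in KI in trophectoderm (log2 fold change 0.52, SE 0.13, edgeR adjusted p = 0.00518) and at E9.5 (0.34, SE 0.10, adjusted p = 0.0162). Kmt2d was called higher in KI trophectoderm (0.35, SE 0.06, adjusted p = 0.000145) and lower in KI extraembryonic endoderm (-0.20, SE 0.06, adjusted p = 0.0155). The other log2 fold changes of both genes lay between -0.22 and 0.23, with adjusted p from 0.162 to 0.94. DESeq2 called Kmt2d in the EB course at an adjusted p of 0.0398, where edgeR gave 0.162 (range over alternatives 0.0398 to 0.177).

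Neural cultures asked whether KI cells change expression in progenitors and neurons. At day 8, 3202 of 16439 genes were called, 1036 higher and 2166 lower in KI, and 1330 of them changed at least 2-fold (279 higher and 1051 lower). At day 16, 7704 genes were called, 4459 higher and 3245 lower, with 457 higher and 1551 lower at 2-fold. Besides the 2-fold minimum, the alternative that moved these results most was a fit of only the 4 libraries compared, which called 4356 genes at day 8 (3087 of them shared with the fit of 8 libraries) and 5686 at day 16 (5567 shared). That fit changed the share of higher genes at day 16 from 57.9% to 43.4%. Lower genes were in the majority at 2-fold. With the trend on gene length removed, 3618 genes were called at day 8, 1626 higher and 1992 lower. Between day 8 and day 16, 12678 genes were called in flox and 13130 in KI.

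The named genes higher in KI at day 8 were Hoxa10 (6.44 ± 0.808 against 0.166 ± 0.0798 CPM, SD, n = 2 and 2, log2 fold change 5.22, SE 0.34, edgeR adjusted p = 8.47e-07), Tfap2e (5.16, SE 0.28) and Pnma5 (4.86, SE 0.31). Those lower were Hk3 (0.743 ± 0.0783 against 21.5 ± 1.21 CPM, -4.84, SE 0.22, adjusted p = 8e-08), Tnni1 (-4.56, SE 0.30) and Arhgap45 (-4.52, SE 0.29). At day 16, Tac1 was higher in KI (329.7 ± 35.0 against 19.6 ± 2.19 CPM, log2 fold change 4.07, SE 0.15, adjusted p = 3.84e-09). Xlr4a (5.47, SE 0.62) and Xlr3a (4.09, SE 0.22) were also higher, but belong to an X-linked family of near-identical copies whose reads can be shared, so their values are uncertain. Saa3 (-8.43, SE 0.24), Upk3b (-8.18, SE 0.23) and C3 (0.384 ± 0.0335 against 77.7 ± 3.31 CPM, -7.65, SE 0.18, adjusted p = 3.49e-10) were lower in KI. Over time, Grm5 rose in flox by a log2 fold change of 8.99 (SE 0.16), and Neurog2 in KI fell by 8.82 (SE 0.17).

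Of the marker lists in neural cultures, the neuron list was lower in KI at day 8 (median log2 fold change -0.70, 11 of 12 genes lower, camera adjusted p = 1.3e-06) and higher at day 16 (0.73, 12 of 12 genes higher, adjusted p = 7.15e-05). Tubb3, a gene of that list, was -0.30 (SE 0.14, edgeR adjusted p = 0.163) at day 8 and 0.94 (SE 0.14, adjusted p = 0.000186) at day 16. The median change of the neuron list between the days, 1.39, was itself tested (12 of 12 genes higher, camera adjusted p = 1.51e-07, fry 0.00196). At day 8 the lists of extraembryonic endoderm (-1.07, 17 of 20 genes lower, camera adjusted p = 1.76e-06), heart (-1.32, 9 of 10, adjusted p = 0.00257) and blood (-1.84, 7 of 8, adjusted p = 0.000439) were lower in KI. At day 8, 16 genes of the endoderm list were called over all genes and 17 when adjusted over the list alone. For the neuron list 9 were called over all genes and 9 when adjusted over the list alone. At day 16 lower medians were found for pluripotency (-0.50, bounded -0.79), extraembryonic endoderm (-0.63, bounded -0.71), trophoblast (-1.08, bounded -1.87), mesoderm (-1.02) and neural progenitors (-0.37), with camera adjusted p from 0.000401 to 0.0423. Without KI clone 27 the endoderm median at day 16 was -0.98. Gata4 was lower in KI at day 8 (7.01 ± 0.375 against 39.9 ± 0.0706 CPM, SD, n = 2 and 2, log2 fold change -2.51, SE 0.17, adjusted p = 1.05e-06) and day 16 (-2.64, SE 0.20), as was Gata6 (-1.64, SE 0.26, and -2.54, SE 0.27).

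The marker lists over all 7 comparisons gave 29 calls by camera among 56 pairs, of which 22 were also called by fry in the same direction. With the correlation estimated from the data, camera gave 0 calls, and each call therefore rests on the preset correlation or on fry. At an unadjusted p under 0.05 the estimated correlation gave 6 pairs. The 7 camera calls without fry were 4 at E8.5 (blood, neural progenitor, heart, extraembryonic endoderm), blood at E9.5, and extraembryonic endoderm and neural progenitor in the EB course. In all, fry called 27 pairs. Its calls without camera were, in trophectoderm, neuron (lower, fry adjusted p = 0.000678) and extraembryonic endoderm (higher, 0.0255). The others were neuron (lower, 0.00588) and blood (lower, 0.0472) in extraembryonic endoderm, and mesoderm (lower, 0.0212) at neural day 8.

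**Figure D1:**
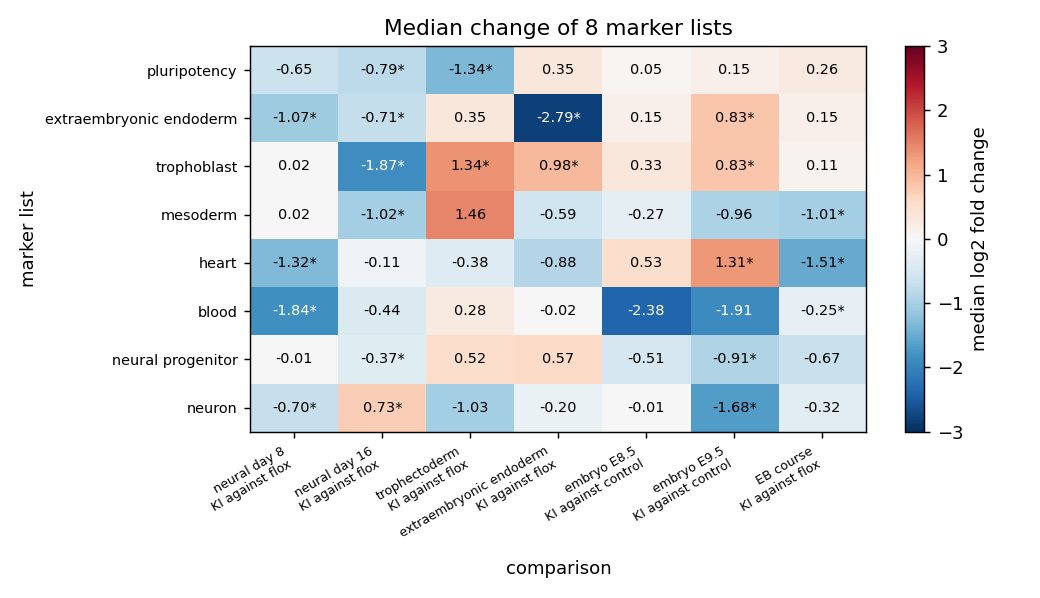
Median log2 fold change of KI over flox or control (colour and number) for 8 marker lists, shown as rows, in 7 comparisons, shown as columns. Genes at the detection floor are set at their bound, and a star marks pairs called by both camera and fry, such as the extraembryonic endoderm list at -2.79 in extraembryonic endoderm cultures.

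Trophectoderm and extraembryonic endoderm cultures asked the same question in 2 extraembryonic lineages. In trophectoderm, 7904 of 15532 genes were called, 4150 higher and 3754 lower in KI, and 2545 of them at 2-fold (1151 higher and 1394 lower). In extraembryonic endoderm, 5520 were called, 2811 higher and 2709 lower, and 1708 at 2-fold (972 higher and 736 lower). Besides the 2-fold minimum, DESeq2 moved both counts most, to 7194 (7148 shared) and 4997 (4919 shared).

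**Figure D2:**
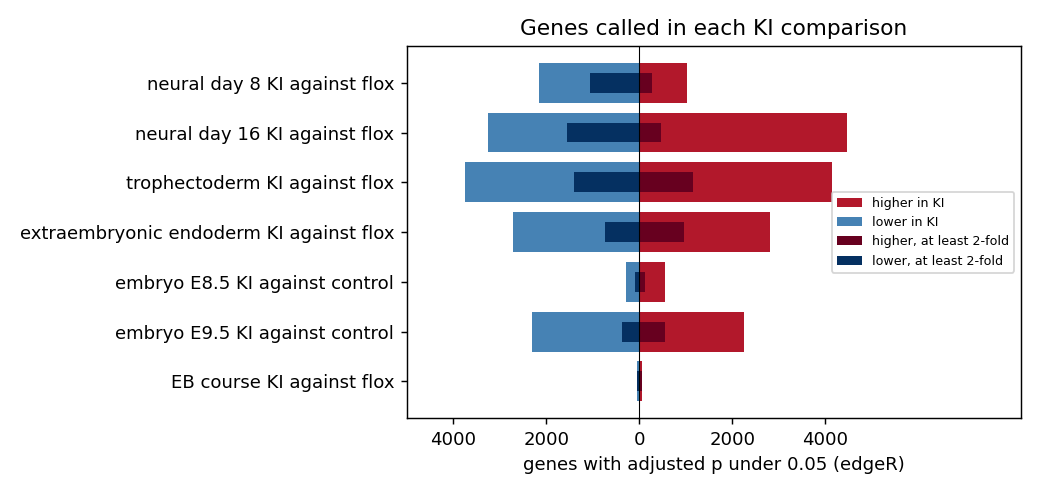
Number of genes with an edgeR adjusted p under 0.05 in each comparison of KI with its reference, higher genes to the right of 0 and lower genes to the left. Narrow dark bars count genes changed at least 2-fold. The longest bars are those of trophectoderm, with 4150 higher and 3754 lower, and of neural day 16, with 4459 higher and 3245 lower.

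Cdx2, whose reads come from the endogenous gene and the induced transgene without distinction here, was at 104 ± 4.44 CPM in KI and 27.6 ± 2.00 CPM in flox trophectoderm (SD, n = 2 and 2, log2 fold change 1.92, SE 0.12, edgeR adjusted p = 1.39e-08). The trophoblast list, which includes Cdx2, was higher in KI (median 1.34, 13 of 14 genes, camera adjusted p = 1.3e-06) and the pluripotency list lower (-1.34, 12 of 12 genes, adjusted p = 1.3e-06). The called genes numbered 13 and 10 over all genes, and 13 and 10 when adjusted over the list alone. Krt8 rose (0.58, SE 0.05, adjusted p = 1.83e-06), while Elf5 of the same list went the other way (log2 fold change -3.79, SE 0.32, adjusted p = 4.39e-07). Pou5f1 was lower in KI (85.5 ± 32.3 against 215.6 ± 0.242 CPM, -1.33, SE 0.28, adjusted p = 0.0151). The named genes were Hsh2d (5.71, SE 0.68), Samd9l (15.6 ± 2.76 against 0.311 ± 0.125 CPM, 5.64, SE 0.35, adjusted p = 1.53e-08) and Oasl1 (5.30, SE 0.50) among higher genes. Lower genes were Kynu (0.215 ± 0.0984 against 9.98 ± 0.393 CPM, -5.50, SE 0.40, adjusted p = 6.53e-08), Msln (-4.93, SE 0.49) and Hapln1 (-4.60, SE 0.43).

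In extraembryonic endoderm cultures the extraembryonic endoderm list had a median of -2.79 in KI against flox, with 20 of 21 genes lower (camera adjusted p = 7.08e-16, fry 9.87e-05), and 19 genes were called both over all genes and when adjusted over the list alone. Gata4 was at 16.8 ± 1.66 CPM in KI and 182 ± 10.0 CPM in flox (SD, n = 2 and 2, log2 fold change -3.44, SE 0.15, edgeR adjusted p = 1.86e-08). Sox17 (-2.78, SE 0.17) and Dab2 (-2.35, SE 0.09) were lower too, and Gata6 less so (92.0 ± 8.32 against 113.5 ± 0.547 CPM, -0.30, SE 0.09, adjusted p = 0.0143). The 3 named lower genes had at most 3 reads in each KI library. Apob was at least 3602-fold lower (531 CPM in flox, adjusted p = 1.76e-15), Spink1 at least 779-fold lower and Pga5 at least 165-fold lower. The named higher genes, Gm15093, Gm15080 and Gm15085, had the same reads in the 4 libraries of this comparison and were each at least 36.5-fold higher in KI. They are near-identical copies, so which of them changed is uncertain. The trophoblast list was higher in KI (median 0.98, 10 of 14 genes, camera adjusted p = 0.00226, fry 0.0216), at 0.60 without KI clone 27.

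The KI effect was tested for a difference between both lineages. A total of 5486 genes were called, 2839 with a higher KI effect in trophectoderm and 2647 with a lower one. At 2-fold the majority was reversed (777 higher and 1270 lower), as it was without the 100 most abundant genes (2594 higher and 2743 lower). The extraembryonic endoderm list differed by a median of 2.71 (21 of 21 genes, camera adjusted p = 8.46e-11, fry 0.000363). In neural cultures the KI effect differed between day 16 and day 8 in 5450 genes, 3150 higher and 2300 lower at day 16, and 1039 higher and 1150 lower at 2-fold.

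Whole embryos asked for the effect of KI in vivo. At E8.5, 843 of 15436 genes were called, 560 higher and 283 lower in KI, and 214 changed at least 2-fold (124 higher and 90 lower). At E9.5, 4560 were called, 2253 higher and 2307 lower, and 920 at 2-fold (546 higher and 374 lower). With the trend on gene length removed, 2076 were higher and 2720 lower at E9.5. With the shared title number as a block, the count at E8.5 rose to 1304 genes, 827 of them shared. Leaving out control replicate 3 lowered it to 363, and leaving out KI replicate 3 to 377. The difference in the KI effect between stages was called in 1024 genes, 524 with a higher effect at E9.5 and 500 with a lower one, and with the trend on gene length removed in 1151, 478 higher and 673 lower. Without KI replicate 2 of E9.5 the difference was called in 607 genes, and without control replicate 3 of E8.5 in 654.

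Named genes higher at E8.5 were Lefty2 (15.95 ± 7.43 against 0.101 ± 0.0525 CPM, SD, n = 3 and 3, log2 fold change 7.18, SE 0.96, edgeR adjusted p = 0.00247), Cxcl14 (3.57, SE 0.30) and Hoxa13 (2.55, SE 0.46). Lower were Pax1 (1.52 ± 0.125 against 10.2 ± 2.01 CPM, -2.74, SE 0.23, adjusted p = 5.76e-07), Dbx1 (-2.45, SE 0.45) and Uncx (-2.32, SE 0.23). At E9.5, Chac1 (21.9 ± 2.54 against 1.05 ± 0.245 CPM, 4.38, SE 0.26, adjusted p = 1.56e-09), Ppp1r3c (3.83, SE 0.41) and Bhlhe41 (3.59, SE 0.34) were higher. Hoxd12 had at most 3 reads in each KI embryo and was at least 40.7-fold lower, and Myh3 (-4.86, SE 0.44) and Hemgn (-3.85, SE 0.90, adjusted p = 0.0131) were lower.

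The heart list was higher in KI embryos at E9.5 (median 1.31, 10 of 10 genes, camera adjusted p = 1.3e-06, fry 0.00368), as were extraembryonic endoderm (0.83, 21 of 21 genes, fry 0.0051) and trophoblast (0.83, 12 of 14 genes, fry 0.0019). The neuron list (-1.68, 9 of 11 genes lower, camera adjusted p = 1.3e-06, fry 0.000197) and the neural progenitor list (-0.91, 11 of 11 genes lower, camera adjusted p = 9.28e-09, fry 0.000678) were lower. Of the heart list, 9 genes were called over all genes and 9 when adjusted over the list alone. Gata6 was at 89.7 ± 6.13 CPM in KI and 27.7 ± 3.30 CPM in controls at E9.5 (SD, n = 3 and 3, log2 fold change 1.70, SE 0.10, edgeR adjusted p = 1.22e-09), and 0.60 (SE 0.10, adjusted p = 0.000916) at E8.5. Tubb3 was at 24.5 ± 1.34 against 129 ± 26.4 CPM at E9.5 (-2.40, SE 0.14, adjusted p = 2.33e-08), while its change at E8.5 was 0.19 (SE 0.14, adjusted p = 0.522). Myh6 was at 314 ± 115 against 120.0 ± 16.9 CPM at E9.5 (1.39, SE 0.28, adjusted p = 0.00675).

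At E8.5 camera called blood (-2.38, 10 of 10 genes lower, adjusted p = 2.48e-05), neural progenitor (-0.51, 10 of 11 lower, adjusted p = 5.76e-05), heart (0.53, 9 of 10 higher, adjusted p = 0.000376) and extraembryonic endoderm (0.15, 13 of 21 higher, adjusted p = 0.00855), and fry called none of the 8 lists (0 calls, and 1 list at an unadjusted p under 0.05). With the title number as a block, fry called blood (adjusted p = 0.00275) and neural progenitor (0.000566), and camera no longer called extraembryonic endoderm (0.14). Of the 10 blood genes at E8.5, 0 were called over all genes (7 at an unadjusted p under 0.05) and 7 when adjusted over the list alone, and all 10 had a lower mean. Without KI replicate 1 the heart median at E8.5 was 0.32, and the extraembryonic endoderm median was 0.06 without control replicate 3 and 0.41 without control replicate 1. At E9.5 the blood list had a median of -1.91 (9 of 10 genes lower, camera adjusted p = 0.000413, fry 0.0506), which became -1.18 without control replicate 3 and -2.96 without KI replicate 3. Hbb-bh1, a gene of a globin cluster with similar copies, was at 74.6 ± 19.9 against 432 ± 131 CPM at E8.5 (-2.53, SE 0.72, edgeR adjusted p = 0.0886) and was called with the block (adjusted p = 0.00829). At E9.5 its log2 fold change was -1.63 (SE 0.69, adjusted p = 0.113). Its adjusted p ranged from 0.0068 to 0.0886 at E8.5 over the alternatives.

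**Figure D3:**
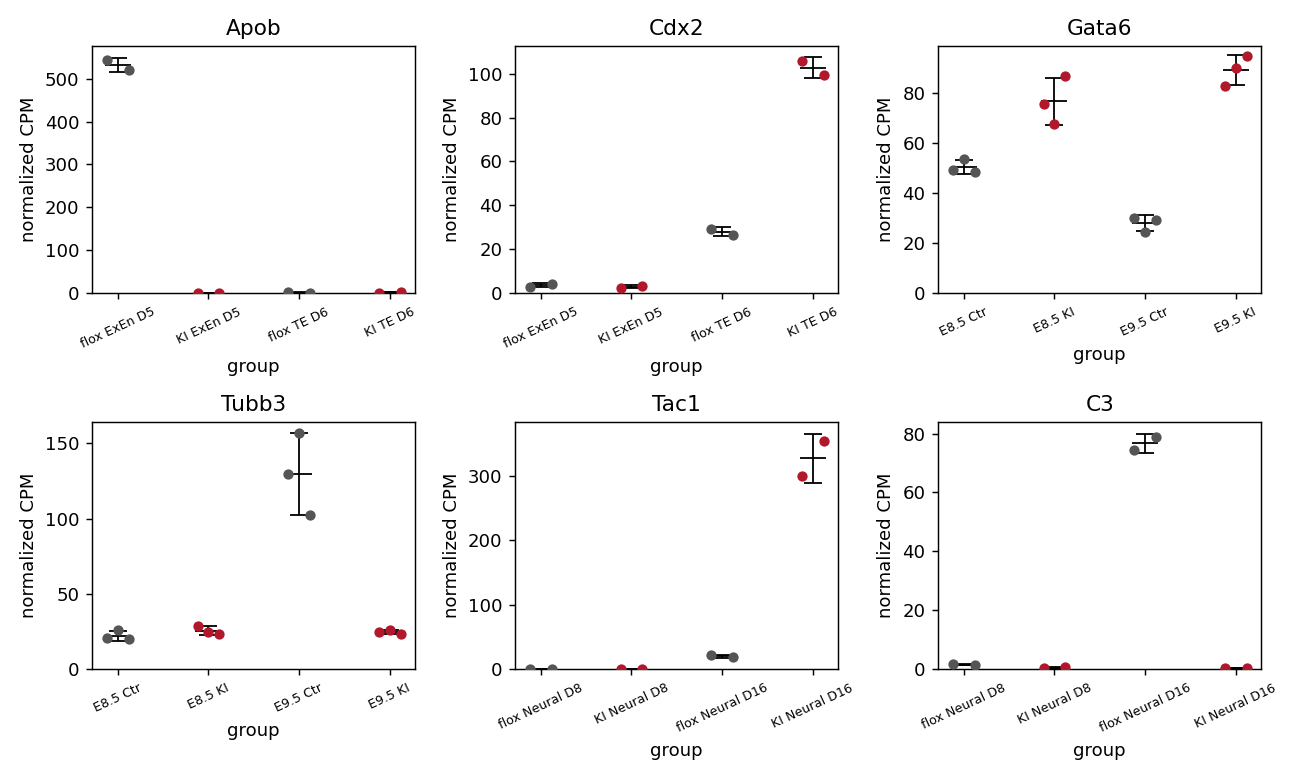
TMM-scaled CPM of 6 genes per library (points, KI in red and reference in grey) with the group mean (wide tick) and SD (bars), in extraembryonic cultures (Apob, Cdx2), embryos (Gata6, Tubb3) and neural cultures (Tac1, C3). KI and reference libraries do not overlap in Apob and Cdx2 where these are highest, nor at E9.5 or neural day 16.

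The EB course asked whether KI cells differ from flox as ESCs and during spontaneous differentiation. Averaged over the 3 days, 121 of 16567 genes were called, 66 higher and 55 lower in KI. The 6 KI libraries are clones 27 and 48 on 3 days, and the 3 flox libraries carry 1 name. Libraries of the same clone correlated at 0.19 to 0.45, yet the test took all libraries as independent. DESeq2 called 777 (120 shared), and the self-test of DESeq2 in this design gave 22.9% false calls among 16023 genes. With only clone 48 against flox 1 gene was called (946 at an unadjusted p under 0.05), and with only clone 27 0 genes (1049 at an unadjusted p under 0.05), in fits with 6 of the 9 libraries. Without the ESC libraries 106 genes were called, 29 higher and 77 lower, of which 41 were shared. Named genes higher in KI were Xlr4b (4.79, SE 0.69), Xlr4a (4.35, SE 0.60) and Xlr3a (3.35, SE 0.33), all of the family with shared reads. Lower were Foxd1 (0.699 ± 0.268 against 9.12 ± 8.49 CPM, SD, n = 6 and 3, log2 fold change -3.42, SE 0.38, edgeR adjusted p = 0.0118), Notch1 (-1.14, SE 0.17) and Camta1 (-0.97, SE 0.15).

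The heart list was lower in KI over the EB course (median -1.51, 9 of 10 genes, camera adjusted p = 1.04e-08, fry 0.00322), with 1 gene called over all genes and 3 when adjusted over the list alone. The single flox library of day 10 decided this value, which was -0.35 without it. Mesoderm was lower (-1.01, 10 of 11 genes, camera adjusted p = 0.00199, fry 0.0489), with a median of 0.00 without the flox library of day 4. The blood list was lower by a small amount (-0.25, fry adjusted p = 0.0143), and -0.09 without the flox library of day 10. In KI cells, 7882 of 15676 genes were called between days 0 and 4 (4157 higher and 3725 lower at day 4, and 2550 and 1460 at 2-fold) and 12415 between days 0 and 10. Cnn1 was at least 295.9-fold higher at day 4 and Ctla2a at least 184-fold higher at day 10 than at day 0.

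On single days the flox reference had no replicate, and the counts are given without a test. At day 0, 1009 genes were at least 2-fold apart from flox in both clones (621 higher and 388 lower), beside 49 genes that far apart between the clones. At day 4 there were 790 (209 higher and 581 lower) beside 26, and at day 10 there were 1059 (504 higher and 555 lower) beside 690. Scaling by library size only gave 993, 814 and 1082. Peg10 and Pdpn were the named higher genes at day 0, with Peg10 at 555 and 371.5 CPM in clones 27 and 48 and 13.4 CPM in flox, and Cobl (8.07 and 6.52 against 212 CPM), Mcf2 and Fhl1 the lower ones. At day 4, En1 and Sohlh2 were higher, while Cer1 (at least 99.2-fold lower), Aldh1a2 and Alox15 were lower. At day 10, Klb, Cited1 and S100g were higher and Marco, Cacna2d2 and Myl2 lower.

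**Figure D4:**
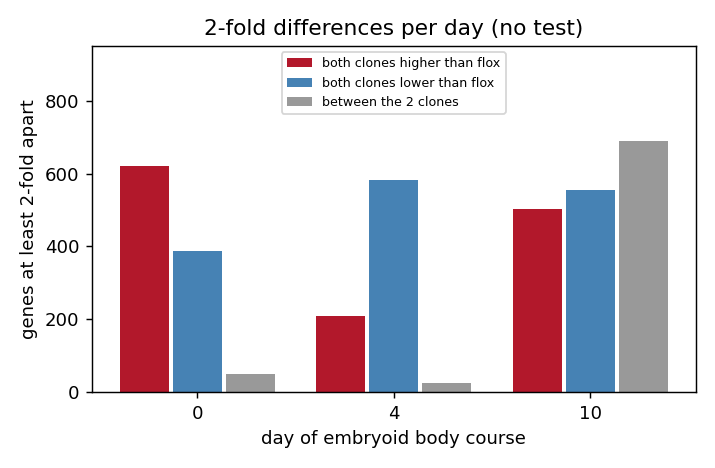
Number of genes at least 2-fold apart (vertical axis) at days 0, 4 and 10 of the EB course: both KI clones higher than the single flox library (red), both lower (blue), and apart between both clones (grey). At day 10 the clones differed from each other in 690 genes, against 49 and 26 at days 0 and 4.

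By list, at day 4 the pluripotency median was higher in both clones' mean ratio to flox (log2 0.72, above all matched random lists, percentile 100.0), and mesoderm (-2.10), heart (-1.39) and extraembryonic endoderm (-0.87) were lower (percentile 0.0 each), as was trophoblast (-0.48, percentile 0.2). At day 10 heart was lower (-2.42, percentile 0.0, 9 of 10 genes lower in both clones), and neural progenitors (-1.30, percentile 0.4) and blood (-0.43, percentile 0.4) too, while extraembryonic endoderm (1.38), trophoblast (0.86) and pluripotency (0.83) were higher (percentile 100.0 each). At day 0 pluripotency was slightly lower (-0.31, percentile 2.0) and the other 7 lists lay inside the middle 95% of the random lists. The percentiles rank a list among genes of the same libraries. With 1 flox library per day they hold no spread between libraries, and random lists ignore correlation within a list. They are therefore no test of genotype.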

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

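No test against a technical explanation in this part was chosen after its result was seen, while adjusting the lists over the interactions as their own family and blocking the interactions of the cultures by line or clone number were.

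In neural cultures the KI effect differed between day 16 and day 8 in 5450 genes, by a test of the difference itself. The neuron list had a higher KI effect at day 16 (median 1.39) and the trophoblast and mesoderm lists a lower one (-1.18 and -1.16), each called by camera and fry. In flox and KI alike 2 libraries per day were used. With the estimated correlation camera called 0 of the 24 pairs of lists and interactions (3 at an unadjusted p under 0.05), here and below. The same flox and clone numbers run through both days, and with the number as a block the count was 5914. The labels do not say whether the flox numbers are separate lines or cultures of 1 line. The count was 5235 with libraries thinned to the lowest depth, 5540 with the trend on gene length removed, and 5474 without the 100 most abundant genes. In the blocked fit these corrections gave 5756, 5803 and 5918. Depth, gene length and a few abundant genes are argued against as the whole cause by these values. GC content was not tested, since no genome sequence was used. A difference between the lines other than genotype stays open, since flox and KI are different lines, and so does a different share of cell types in the cultures. An effect of KI that depends on the day is a hypothesis that was not tested apart from these.

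Between trophectoderm and extraembryonic endoderm the KI effect differed in 5486 genes by the same kind of test. The extraembryonic endoderm list had a median difference of 2.71 (camera and fry), because it fell in KI endoderm cultures only. The pluripotency list differed by -2.24 by camera, but not by fry (adjusted p = 0.0628). The same 3 corrections gave 5368, 5432 and 5337 genes, and with the number as a block, which alone gave 5950, they gave 5814, 5868 and 5755, which argues against depth, gene length and abundant genes as the whole cause. The transgene was induced in the trophectoderm cultures alone, and its level differed between KI and flox (see Cdx2 under the other observations), so lineage and transgene level are mixed in this difference. Line and cell composition stay open here too.

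In embryos the KI effect differed between E9.5 and E8.5 in 1024 genes by the same kind of test. By camera the lists of heart (0.83), trophoblast (0.57) and extraembryonic endoderm (0.47) had a higher KI effect at E9.5, and neuron (-0.75) and neural progenitor (-0.56) a lower one. fry called trophoblast and neuron alone. Thinning gave 964 genes, removal of the length trend 1151 (478 higher and 673 lower, against 524 and 500) and leaving out abundant genes 1001. With embryo sex as a covariate, and without the genes used to type it, 881 genes were called. These 4 values argue against depth, length, abundant genes and sex as the whole cause. With the title number as a block the count was 1547. In that fit thinning gave 1504, removal of the length trend 1760 and leaving out abundant genes 1499. At E9.5 the number does not pair single embryos.

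Relabelling the embryos within each stage bears on the embryo difference as well. The test used 100 splits of 3 from 3 at both stages, the real split and others drawn at random, not every possible split. Of these 100, 6 gave at least as many called genes as the real split, itself included, the highest 2193. The other 5 all kept the real groups of embryos at E9.5, and with neither split real the highest count was 1. Splits that changed the groups at E8.5 were not told apart from those that only exchanged the KI and control labels at 1 stage. The count of 1024 can thus arise from a strong KI effect at E9.5 set against other labels at E8.5. It is no measure of how far E8.5 differs from E9.5. A delay of KI embryos, partial or as the whole cause, and a change in tissue proportions stay open as sources of the difference between stages (see delay under the other observations).

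The list differences in this part were not tested separately against technical explanations.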

How the results depend on the processing

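Taking the sum over transcripts, leaving libraries out of list medians, blocking the E8.5 lists and the interactions of the cultures, and the 2-fold minimum in the neural and embryo interactions were chosen after seeing the data, and the other alternatives before.

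Of 117 values of the 14 tested counts under other settings that had a test, 93 lay within 1.5 times the reported count. This held for 14 of 14 results with RLE size factors, 14 of 14 without the filter, 14 of 14 with the sum over transcripts, 8 of 8 with only the compared groups, 3 of 3 with embryo sex, 1 of 1 without EB day 0 and 13 of 14 with DESeq2. It held for 7 of 9 with the number block, 18 of 26 with 1 library left out and 1 of 14 with a 2-fold minimum. The share of higher genes at neural day 16 was 57.9% and became 43.4% with only the compared groups (5686 genes), while at day 8 that fit called 4356 genes (1803 higher and 2553 lower). In the EB course it went from 54.5% to 27.4% without day 0. The cause was not tested.

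A 2-fold minimum lowered every count, by its own construction. It left 1330 genes at neural day 8, 2008 at neural day 16, 2189 for the neural interaction, 6961 over time in flox and 8052 in KI, 2545 in trophectoderm, 1708 in extraembryonic endoderm and 2047 for their interaction. It also left 214 at E8.5, 920 at E9.5, 319 for the embryo interaction, 98 in the EB course, 4010 at EB day 4 and 8028 at EB day 10 against day 0. On single EB days a 1.5-fold minimum gave 2213, 1936 and 2101 genes and a 4-fold minimum 184, 132 and 229 at days 0, 4 and 10.

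In the EB course DESeq2 called 777 genes against 121, 120 of them shared. Its false calls in the simulated course, 22.9% of the called among 16023 genes, bear on this difference, whose cause was not tested. Leaving out 1 KI clone gave from 0 to 1 genes, with fewer samples in the test. DESeq2 also called Hbb-bh1 at E8.5 and in the EB course (adjusted p = 0.0068 and 0.044), and Kmt2d in the EB course.

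The number block raised the count at E8.5 from 843 to 1304. It gave 12782 and 13219 genes over neural time in flox and KI, and 7766 and 12383 at EB days 4 and 10 against day 0. For the interactions it gave 5914 in neural cultures and 5950 between trophectoderm and extraembryonic endoderm, against 5450 and 5486. At E9.5 the embryos share only a number, since 1 number covers 2 embryos of each group and same-numbered embryos correlated at -0.02 to 0.23. There the block gave 5284 genes against 4560, and 1547 against 1024 for the interaction of stage and genotype, and called Hbb-bh1 (adjusted p = 0.00558). At E8.5 the block called Hbb-bh1, gave blood and neural progenitors a fry call, and took the camera call from extraembryonic endoderm. Among the genes followed and the 8 lists at E8.5 it changed no other call, while 827 of the 843 called genes at E8.5 were shared. Lists at E9.5 and of the interactions were not tested with the block.

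Leaving out 1 embryo at a time gave from 363 to 755 genes at E8.5, from 3281 to 4269 at E9.5 and from 607 to 1175 for their interaction. Fewer embryos lower the power of the test. In the results with 2 libraries per group, leaving out 1 library leaves a group without a replicate, and no test was taken from such fits. The dependence of these counts on single libraries was therefore not tested. Embryo sex as a covariate gave 829, 4256 and 881 genes.

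Of 463 values of 104 gene and comparison pairs under other settings, 425 stayed the same, 26 moved without a test, 5 became called, 0 lost a call and 7 changed direction. Only 255 of these values had a test and could lose a call. The changes of direction were all in Kmt2c and Kmt2d, near 0 and without a call. Kmt2c at neural day 8 was -0.04, became 0.00 with RLE and with DESeq2, and ran from -0.13 to 0.05 without 1 library. Kmt2d there ran from -0.03 to 0.39, Kmt2c at day 16 from -0.02 to 0.14, in extraembryonic endoderm from 0.00 to 0.41 and at E8.5 from -0.07 to 0.03.

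Of the 22 list calls by camera and fry, 5 had a median that moved over 1.5 times without 1 library, and with an estimated correlation 0 of the 56 pairs were called. Depth limits the genes near the detection floor, whose folds are bounds, and 1 flox library per day limits the EB course.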

Other observations

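The tests on Y genes, Cdx2, interferon genes, delay at E9.5 and undifferentiated cells were chosen after the result was seen, and the tests of delay and of clone depth each replaced an earlier form that proved void.

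Relabelling gave the following for the counts of the report. At E8.5 and E9.5 the real split of 3 KI from 3 control embryos was the 1 of 10 splits with the most called genes. The other splits reached at most 6 genes at E8.5 and 0 at E9.5. Since 1 of 10 is the smallest share that 3 against 3 embryos allow, a chance result and an effect cannot be told apart by relabelling alone. In the EB course, choosing 1 library per day as the reference gave 1 of 27 choices with at least 121 genes, the real one, and the highest other was 8. Clone 27 on all days gave 1 gene and clone 48 on all days gave 8, and the remaining choices mix lines. That argues against an arbitrary library per day as the source of the count. Choices that mix lines do not test a difference between lines, and flox is also a different line from both clones.

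In the cultures 157 genes were called in the same direction in all 4 comparisons (38 higher and 119 lower in KI), against 28.8 of 14920 genes if calls were independent. The 4 comparisons use different libraries of the same lines. Of the 38 higher genes, 14 carry names of X-linked families of similar copies (Xlr, Ott and related Gm genes), 3 of them with identical reads in every library. They are not independent of each other, so 38 overstates the number of separate changes. In the EB course, made from the same lines, the signed median was 0.571 and 84.7% had the same sign. In embryos it was -0.065 at E8.5 and -0.187 at E9.5, with 16 genes called with the same sign and 11 with the opposite one at E8.5, and 17 and 49 at E9.5. Whether these genes follow the KI allele or a difference between the lines cannot be told apart, since genotype and line coincide in culture and whole embryos are other cell types. No autosome was shifted by more than 0.06 between KI and flox, which argues against the gain or loss of a whole autosome.

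KI clone 48 had lower Y gene RNA than clone 27 in 31 of 31 pairs of gene and culture, with medians per culture from -4.04 to -1.89 on the log2 scale over 7 cultures. Gene-level reads of clone 48 were at least 0.93 times those of clone 27 in every culture, while raw reads of Y genes with at least 100 reads in clone 27 were at most 0.348 times, which argues against depth. Loss of the Y in part of the cells is a possible explanation, but single genes ranged from -5.5 to -1.53. A high level in clone 27 widens that range, since Kdm5d in stem cells was at 33.2 CPM in clone 27, 0.63 in clone 48 and 5.08 in flox. In trophectoderm, Kdm5d in clone 27 (25 CPM) was near flox (19.6 and 23.6 CPM). Loss and lower transcription cannot be told apart from RNA.

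Cdx2 reads were higher in KI trophectoderm (log2 fold change 1.92), where the transgene and the endogenous gene share reads. The trophoblast list was also higher in KI extraembryonic endoderm (median 0.98, and 0.60 without KI clone 27), made without the transgene. Its difference between the lineages (median 0.52) was not called as a list (camera adjusted p = 0.0973). Of its 14 genes, 10 were called as differing, 8 with a higher KI effect in trophectoderm and 2 with a lower one. The rise without the transgene argues against the transgene level as the only cause of the higher list, while a part of it in trophectoderm stays open. For the other genes of the trophectoderm comparison a stronger transgene and a KI effect cannot be told apart.

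Interferon-response genes, a list of 20, had a median of 3.16 in KI trophectoderm (19 of 19 genes higher). The lentiviral transgene was used in trophectoderm only, and the median was also 1.69 in extraembryonic endoderm (17 of 19 higher) and 1.01 in the EB course. That argues against a reaction to the vector as the only cause. In neurons the median was -0.73, and in embryos 0.08 and 0.23. Line and genotype stay open.

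A younger age of KI embryos at E9.5 could put their expression between the control stages. Of 920 genes called at 2-fold, 44.2% had a KI mean between the control means of E8.5 and E9.5, with a margin of 0.5 on the log2 scale, and 513 lay outside, while a simulated delay gave 100% of 188 genes. Of 245 called genes with a 2-fold stage change, averaged over both genotypes, 19.6% moved with that change, against 0% of 387 genes in the simulated delay. Most thus moved in the direction of a delay, but this share was not computed for other splits of the embryos. Over all genes r was -0.17, against -0.84 in the simulated delay, and the other 9 splits of the 6 embryos gave absolute r of up to 0.31, so the direction decides nothing. The simulated delay placed every gene between the control means, so its 100% was fixed in advance. The 513 genes outside argue only against a delay in which every gene lies between the 2 control stages. Genes that peak or dip between the stages, or an age under E8.5, could also lie outside. Delay as the whole cause and a partial delay therefore both stay open. The embryos' somite counts or images were not used here.

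Fewer endoderm transcripts in KI endoderm cultures could come from cells left undifferentiated. The pluripotency list was at a median of 0.99% of the stem cell level there, which argues against that, with Tbx3 (96.52%) as an exception. Stem cell samples are labelled as poly(A) RNA and endoderm samples as total RNA, so this share may include an effect of the label. Between KI and flox endoderm, which share a label, the list had a median log2 fold change of 0.35. In that comparison 7 of 12 genes were higher in KI, and the list was not called (camera adjusted p = 0.767). A swapped library is argued against too, since 2 of 2 KI endoderm libraries correlated best with each other. A block in endoderm formation and another fate of the cells both stay open.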
